A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

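Tail DNA of 8 mice of 1 non-irradiated family (dose 0 Gy per the labels) was compared with DNA of 1 male reference mouse by array comparative genomic hybridization, with 2 dye-swapped arrays for each animal. The authors scanned the arrays and extracted them with Agilent Feature Extraction 10.7.1.1, as the submitters' processing notes and the file headers give. The deposited files hold, for each spot, the median and background intensity of both channels, background-subtracted and dye-normalized intensity, and a log10 ratio of Cy5 over Cy3. Per the file headers the dye normalization was linear. Outlier and background flags are deposited with each spot. The deposited table of the whole series held 0 values and was not used. The log10 ratio was the ratio of the processed intensities within 0.001, except at 35 to 697 spots per array.

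Each of the 16 arrays held 966371 spots that are not controls, for 950749 probes. The ratio of the processed intensities was taken as log2, turned to sample over reference by the dyes in the labels, and centred on the median of the array. Spots with an outlier flag in either channel (117 to 242 per array) were left out, and spots of 1 probe were averaged. No spot was saturated. Median net signals of the sample channel ran from 45.5 to 124.5, and 89.2% to 99.5% of spots were well above background in both channels. The number of arrays limits the precision.

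Animals were grouped by the labels as sire, dam and progeny. Positive probes followed the rule in the study's methods, with limits of 0.8 and 0.5. Positive probes of 1 direction with at most 1 probe between them made a region. A region of a progeny mouse was called a de novo candidate when no probe in it was positive in the same direction in either parent, and inherited otherwise. This covers the probe rule of the first screen. The study located its de novo candidates with software or by looking at the array plots, which was not done here. The counts of regions are therefore not counts of the study. The second arrays and quantitative PCR of the study were not used here, so no candidate was tested by another method in this work. Counts of positive probes were compared by an exact permutation test, and probes were tested in limma 3.58.1 (R 4.3.3) on the mean of both arrays with Benjamini-Hochberg adjustment. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The calls and the limma fits were tested on simulated data, the calls by adding changes of 1 copy to the real arrays at 200 places per animal that had no positive probe nearby. The normalization, the permutation tests and the shares of inherited regions were not tested in this way.

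The rule for named regions was fixed before the data were examined. It takes the 12 de novo regions with most probes among those with 2 or more, the 8 single-probe candidates with the largest absolute mean, the 10 inherited regions with most probes, and up to 8 runs of at least 3 probes in the comparison with the reference. The gain on chromosome 1, the single probes that differed from the reference, the segment on chromosome 8 and the autosomal probes low in the dam fall outside this rule and were chosen after their values were seen. The ends of the 2 gains and of the loss described as segments were set where the sum of the mean ratio less 0.25 per probe was largest.

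Arrays were scanned on 5 days, with both arrays of an animal on the same day. The sire was scanned on day 1, the dam and progeny 1 on day 2, progeny 2 and 3 on day 3, progeny 4 and 5 on day 4 and progeny 6 on day 5, so day 2 alone holds both generations.

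The alternatives were normexp background correction with an offset of 50 (on median signals, since the files used here hold no mean signals), no centring, loess with a span of 0.3, no flags, only the 792082 probes well above background in both channels of every array, other thresholds, 1 array of each pair, the mean of the pair, other gaps between probes, a limit on the parents' level, a running mean of 10 probes, both arrays with a dye term, the X-linked median as a covariate, and leaving out each animal. Running means of 30 probes, scan day, and leaving out probes low in the dam were added after the data were seen. The genome given is GRCm38, whose chromosome 1 has 195471971 bp, while probes of the array reach 197188286 on chromosome 1 of mm9. Coordinates were not converted, and the files pair no probe with a gene, so genes in the regions, the gene lists and a correction for GC content were not analysed here.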

Results

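Genomic DNA from the tails of 1 non-irradiated C57BL/6JNrs family was hybridised against DNA of a male reference mouse of the same strain on 1 kind of array. The family held 1 sire, 1 dam and 6 progeny. Each of the 8 animals was measured on 2 dye-swapped arrays, which gives 16 arrays, and the pair of an animal counts as 1 replicate. The array carried 950622 autosomal probes with a median spacing of 2053 bp, 68 X-linked probes and 23 Y-linked probes. Ratios are log2 of sample over reference, and positions are those of the array design on mouse build mm9. The family belongs to the control arm of a study that asks whether irradiation of fathers changes the number of new copy number variations in their offspring, so the questions here are which copy changes a progeny mouse carried that its parents did not, and which it shared with them. With 1 animal for each parent and 1 pair of arrays for each animal, an error for a single region is the spread over its probes and not over animals.

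The X-linked and Y-linked probes showed the difference in sex chromosomes between the labelled parents. The dam had a median X-linked log2 ratio of 0.95 and the sire one of -0.04, a difference of 0.99, against an expected value of 1 for 1 extra copy. The Y-linked median was -2.47 in the dam and -0.20 in the sire. Sex is not given in the labels of the progeny, and their values were as follows. The X-linked median was 0.01 in progeny 1 and 0.07 in progeny 2. It was 0.96 in progeny 3, 0.96 in progeny 4, 0.99 in progeny 5 and 0.98 in progeny 6. The Y-linked median was -0.17 in progeny 1 and -0.13 in progeny 2, and lay between -2.77 and -2.30 in the other 4. With normexp background correction the difference between dam and sire shrank to 0.54.

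**Figure D1:**
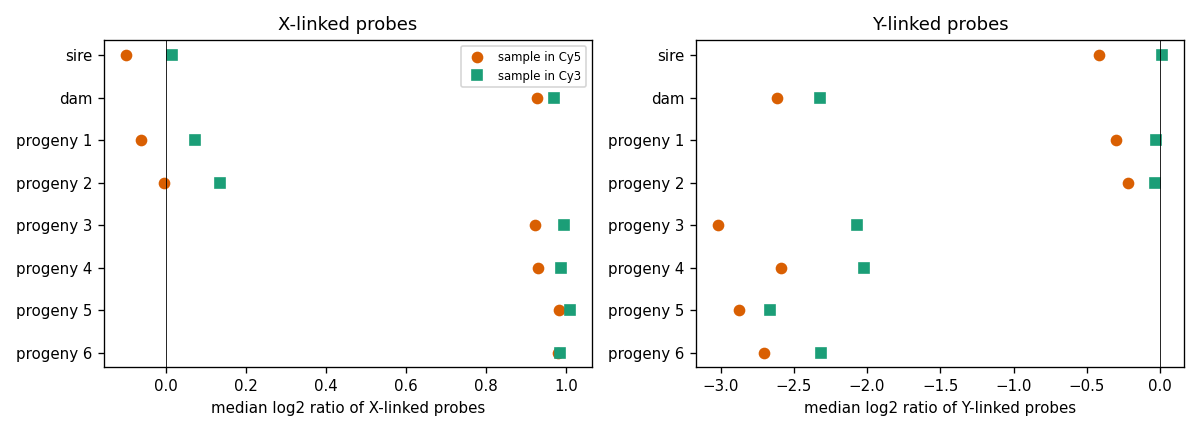
Median log2 ratio of sample over reference for 68 X-linked probes (left) and 23 Y-linked probes (right) in each animal, with 1 point for each of the 2 dye-swapped arrays. The dam and progeny 3 to 6 lie near 1 on the X-linked axis and at -2 or below on the Y-linked axis, and the sire and progeny 1 and 2 lie near 0 on both.

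The scatter of single probes was large beside the thresholds of the screen. The derivative log ratio spread was taken from the interquartile range of differences between neighbouring autosomal probes, scaled to the SD of a single probe. It had a median of 0.312 over 16 arrays and ran from 0.271 to 0.467. For the mean of both arrays it was 0.271 in progeny 4, 0.139 in progeny 5 and between 0.166 and 0.204 in the other 6 animals. The arrays of progeny 4 also had the lowest shares of spots well above background in both channels, 89.2% and 90.9%. Over autosomal probes the 2 arrays of an animal correlated negatively after they were turned to the same direction, with r from -0.54 to -0.17, while arrays of different animals with the sample in the same dye correlated with a median r of 0.34 in Cy5 (0.19 to 0.54) and 0.28 in Cy3 (-0.10 to 0.51). Differences between the dyes at single probes were thus shared by most pairs of animals, but not by all. In Cy3, r was -0.10 for progeny 3 and 4 and 0.00 for progeny 3 and 5.

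Positive probes were counted by the rule of the study, which asks for a log2 ratio beyond 0.8 on both arrays, or beyond 0.5 on both arrays at each of 2 adjacent probes. Losses and gains together made 1057 positive probes in the sire and 747 in the dam. Among the progeny there were 720 in progeny 1, 1030 in progeny 2, 850 in progeny 3, 3816 in progeny 4, 167 in progeny 5 and 587 in progeny 6. The mean was 1195 ± 1317 (SD, n = 6) in the progeny and 902 ± 219 (SD, n = 2) in the parents. The difference of 293 was smaller than the spread between animals (two-sided exact permutation test, p = 0.893 over 28 assignments). Without progeny 4 it turned to -231 (exact permutation p = 0.381). On the only scan day with a parent and a progeny mouse, the dam had 747 positive probes and progeny 1 had 720.

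The same rule was applied to pairs that do not belong together, with the Cy5 array of 1 animal and the Cy3 array of another, in which a copy change of a single animal cannot pass. The 56 mismatched pairs had a median of 714 positive probes, and the 8 own pairs had a median of 799. The highest of the mismatched pairs, the Cy5 array of the sire with the Cy3 array of progeny 4, had 3515 positive probes and 272 regions with 2 or more probes, beside 3816 and 211 in the own pair of progeny 4. Without progeny 4 the medians of positive probes were 646 in 42 mismatched pairs and 747 in 7 own pairs. Regions with 2 or more probes had a median of 12.5 in mismatched and 21.5 in own pairs, and of 11 and 17 without progeny 4. In each animal more probes passed 0.8 on both arrays with opposite directions than with the same one. In progeny 2, for example, 3581 probes did so, beside 707 losses and 272 gains. The number of positive probes rose with the noise of the animal's mean ratio over 8 animals (Pearson r = 0.95, exact permutation p = 0.00268; Spearman rho = 0.90, exact permutation p = 0.00456). Without progeny 4 and progeny 5, the animals farthest from the median noise, r was 0.52 (exact permutation p = 0.286) and rho was 0.77 (exact permutation p = 0.103), and 6 animals are too few to settle whether the relation holds without them.

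**Figure D2:**
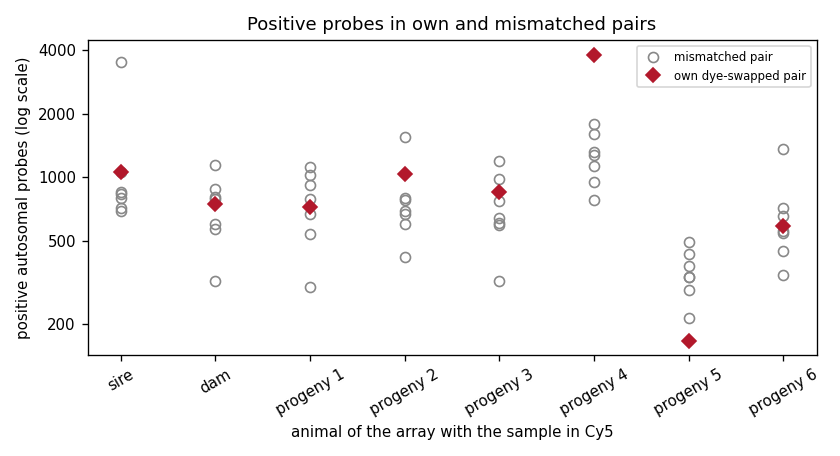
Number of positive autosomal probes (log scale) by the rule of the study, for the Cy5 array of each animal paired with its own dye-swapped array (filled diamonds) or with the Cy3 array of each other animal (open circles). Apart from progeny 4 with 3816 and progeny 5 with 167, the own pairs lie within the range of the mismatched pairs of the same animal.

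Progeny 2 carried a loss on chromosome 1 that was absent from both parents and from its 5 siblings. It spanned 23 probes from 114732908 to 114809135 (76.2 kb), of which 19 were positive in a single run. Its mean log2 ratio was -0.98 ± 0.23 (SD over 23 probes), with -0.999 on the Cy5 array and -0.970 on the Cy3 array. All 23 probes were below 0. The means of the other 7 animals lay between -0.07 and 0.02. None of 9997 random runs of as many autosomal probes in progeny 2 was as extreme. The run was chosen from the same arrays for its positive probes, so this count carries little weight. Copy losses of 1 copy added to the arrays of each animal at 20 probes were found by the rule in 100% of 200 trials per animal.

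**Figure D3:**
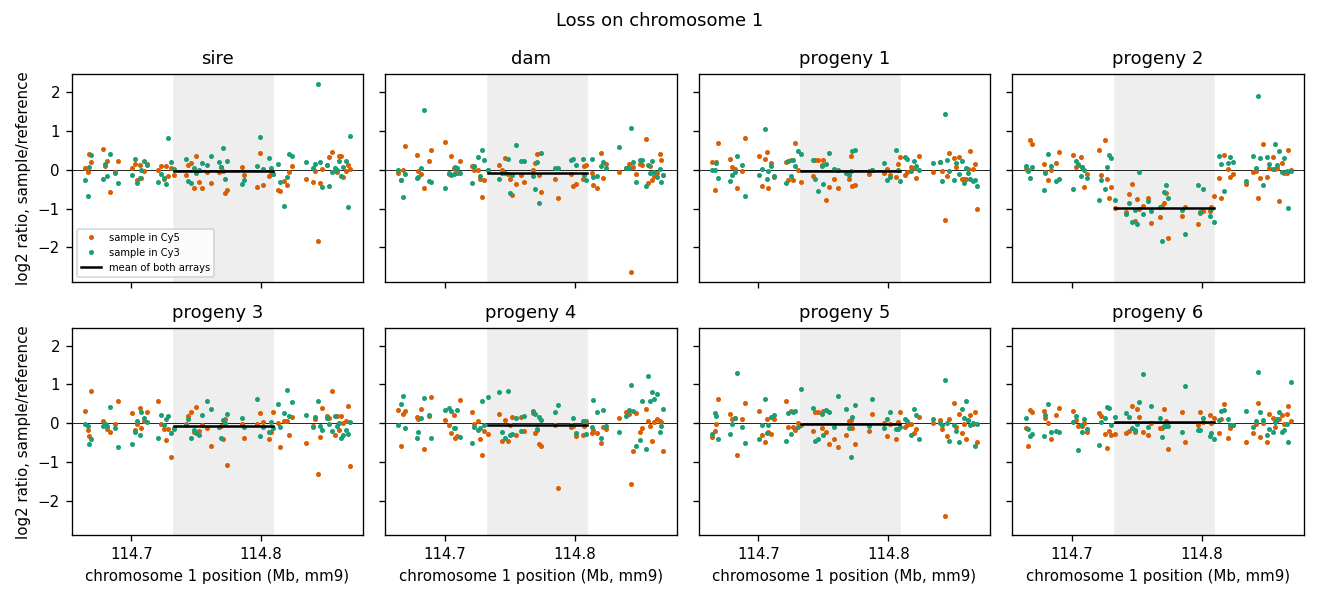
Log2 ratio of sample over reference at single probes on chromosome 1 (position in Mb, mm9) in the 8 animals, with the segment from 114732908 to 114809135 shaded, 1 colour for each array of the dye-swapped pair, and a line at the mean of both arrays. Progeny 2 lies at -0.98 in the shaded segment, and the other animals lie between -0.07 and 0.02.

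Most other candidates for a new change were single probes. By the rule, 6589 regions of the 6 progeny had no positive probe of the same direction in either parent, of which 6306 held 1 positive probe and 283 held 2 or more. Progeny 4 alone gave 3524 of the 6589 and 203 of the 283. In the reverse direction, 1558 of the 1752 regions of the parents had no positive probe of the same direction in any progeny, and so did 35 of the 44 with 2 or more probes. Only 7 of the 283 regions held 3 or more positive probes. After the loss on chromosome 1, the largest regions held 4 positive probes among 5 spanned, and their means are over all 5. A gain in progeny 4 on chromosome 4 from 101190386 lies inside a segment that the sire also carried (0.82 in the sire, 0.83 in progeny 4). A loss in progeny 2 on chromosome 7 from 92453071 to 92478754 had a mean of -0.49 ± 0.42 (SD over probes), against 0.21 in the sire and -0.03 in the dam. The next 4 all belonged to progeny 4 and held 3 probes each, on chromosome 11 from 50203533 (1.13), chromosome 4 from 101266998 (0.84, with 0.70 in the sire), chromosome 10 from 81962616 (-0.73) and chromosome 6 from 77771094 (-0.69). The remaining 5 of the 12 regions chosen by the fixed rule held 2 probes and lay in progeny 4, with means of -1.38 on chromosome 5, -1.37 on chromosome 2, 1.34 on chromosome 4, 1.33 on chromosome 14 and -1.33 on chromosome 8. Without progeny 4, 80 regions with 2 or more probes were left. When regions of all 6 progeny were called anew among probes well above background on all arrays, there were 44.

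The 8 single-probe candidates with the largest mean log2 ratio lay in progeny 3, progeny 4 and progeny 6. In 3 of them the 2 arrays differed widely. The probe on chromosome 7 at 117542538 had 4.75 on the Cy5 array and 1.11 on the Cy3 array of progeny 6, the probe on chromosome 7 at 73980661 had 4.83 and 0.82 in progeny 3, and the probe on chromosome 10 at 70488537 had 4.31 and 0.91 in progeny 6. The other 5 were in progeny 4, with means of 2.65, 2.54, 2.46 and 2.39 for the gains on chromosomes 7, 14, 18 and 9 and -2.47 for the loss on chromosome 12. A parent was shifted the same way, without being positive, at some of them. The dam had -0.98 at the loss on chromosome 12 and 0.71 at the gain on chromosome 18. The sire had 0.62 at the gain on chromosome 7. At the gains on chromosomes 14 and 9 the parents lay between -0.20 and 0.27. Losses of 1 copy added at a single probe were positive in 48.5% to 63% of 200 trials per animal, and gains of 1 copy in 1.5% to 7%.

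The sire carried a gain on chromosome 4 that was also present in 2 of the 6 progeny. The segment ran from 101110482 to 101270535 (160 kb, 74 probes). Its mean log2 ratio was 0.60 ± 0.24 in the sire, 0.60 ± 0.28 in progeny 4 and 0.57 ± 0.17 in progeny 5 (SD over 74 probes each). It was -0.00 in the dam and between -0.03 and 0.02 in progeny 1, 2, 3 and 6. The rule found 21, 16 and 8 of the 74 probes positive in the sire, progeny 4 and progeny 5, in 8, 6 and 4 separate regions, so a single segment entered the counts several times and partly as a new change. In arrays with an added gain of 1 copy at 50 probes, 15% to 20.9% of the probes were positive.

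**Figure D4:**
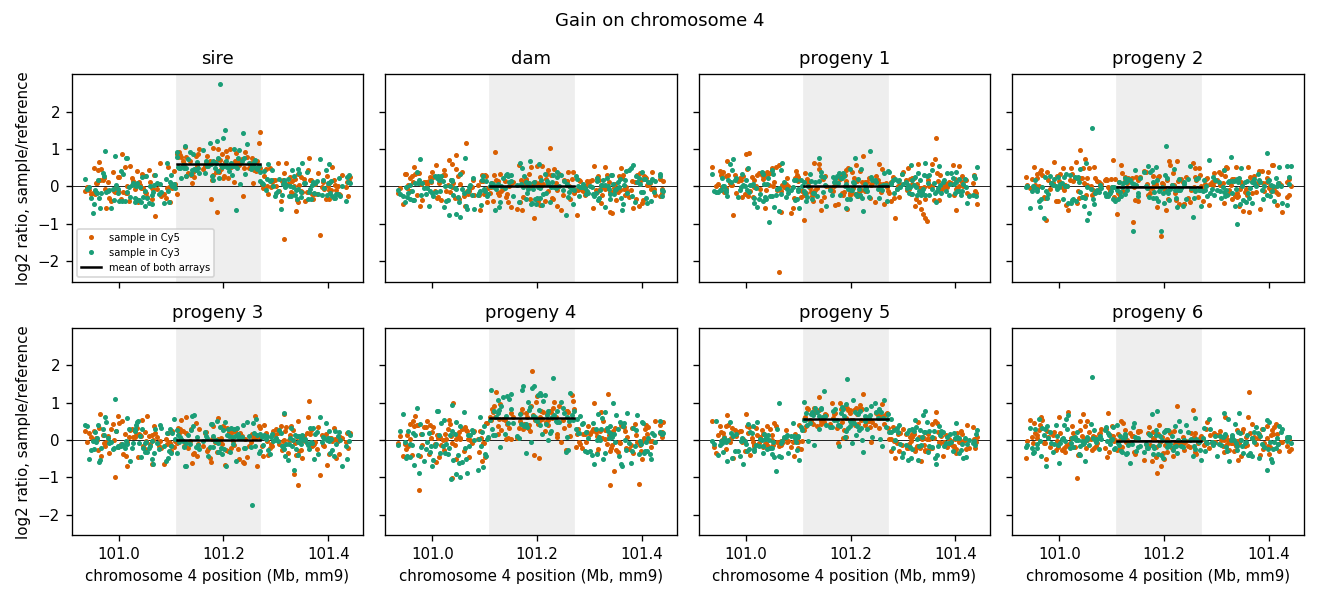
Log2 ratio of sample over reference at single probes on chromosome 4 (position in Mb, mm9) in the 8 animals, with the segment from 101110482 to 101270535 shaded, 1 colour for each array of the dye-swapped pair, and a line at the mean of both arrays. The line lies at 0.60 in the sire, 0.60 in progeny 4 and 0.57 in progeny 5, and near 0 in the others.

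Inherited regions, with a positive probe of the same direction in a parent, numbered 243 over the 6 progeny, and 22 of them held 2 or more probes. Of the 10 with most probes, 2 were pieces of the gain on chromosome 4, with 4 probes from 101228120 in progeny 4 (0.82) and 3 probes from 101166843 in progeny 5 (0.69). In 4 others, a loss of 3 probes on chromosome 3 from 25417435 to 25432738 had means between -1.77 and -1.72 in progeny 3, 4, 5 and 6, with -1.71 in the dam, 0.11 in the sire, -0.16 in progeny 1 and -0.06 in progeny 2. The progeny with this loss were those with X-linked medians from 0.96 to 0.99. The remaining 4 were a loss on chromosome 4 from 98283862 in progeny 3 (-0.75, dam -0.38), a gain on chromosome 4 from 53321730 in progeny 4 (1.05, dam 1.08), a loss on chromosome 1 from 65349432 in progeny 3 (-1.005, dam -0.38) and a loss on chromosome 1 from 146680286 in progeny 2 (-0.99, dam -0.88). Regions of a single parent were carried by 189 of 8610 possible pairs of region and progeny, or 2.2% (exact binomial 95% interval 1.9% to 2.53%). For regions with 2 or more probes it was 8 of 180, or 4.44% (1.94% to 8.57%). Over all regions the share was 1.29% (0.99% to 1.64%) for the sire and 3.39% (2.83% to 4.03%) for the dam. Regions of 1 parent and direction within 1 Mb of a kept region were left out, which left 30 with 2 or more probes. A region counted as carried only with a positive probe of the progeny mouse in it. Calls were missed at a shared change, since most probes of the gain on chromosome 4 were not positive. Losses of 1 copy added at a single probe were positive in 48.5% to 63% of trials, so missed calls need not be the main reason. Mismatched pairs had nearly as many positive probes as own pairs (medians of 714 and 799), so many regions of the parents may be noise. The share is therefore not a rate of transmission. Without 44 autosomal probes low in the dam only, a choice made after the data were seen, 206 inherited regions were left. The shares over both parents were then 160 of 8406, or 1.9% (1.62% to 2.22%), and 4 of 174, or 2.3% (0.63% to 5.78%). Over all regions the share of the dam was then 2.76% (2.25% to 3.36%), and that of the sire stayed at 1.29%. The 44 probes were chosen for low values in the dam, and probes low in the sire only were kept, so part of the fall follows from the choice. The intervals treat regions as independent.

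A second gain appeared with a caller chosen after the data were seen, a running mean of 30 probes beyond 0.2 on both arrays. It lay in progeny 2 on chromosome 1 from 82338325 to 82436455 (98.1 kb, 49 probes), with a mean log2 ratio of 0.48 ± 0.13 (SD over 49 probes), 0.52 on the Cy5 array and 0.43 on the Cy3 array. All 49 probes were above 0, and 2 were positive by the rule of the study. The sire had 0.01, the dam -0.00 and the other 5 progeny between -0.01 and 0.04. The flanking 49 probes on either side had means of 0.03 and -0.03 in progeny 2. A gain of 1 copy added at 20 probes was found by this caller in 99.5% to 100% of 200 trials per animal. The caller gave 16 new and 7 inherited regions over the 6 progeny, with 17 of all its regions in progeny 4. In mismatched pairs of arrays the caller gave a median of 1 region and at most 18, beside 1.5 and 17 in own pairs. Without progeny 4 the most was 2 in either kind of pair.

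**Figure D5:**
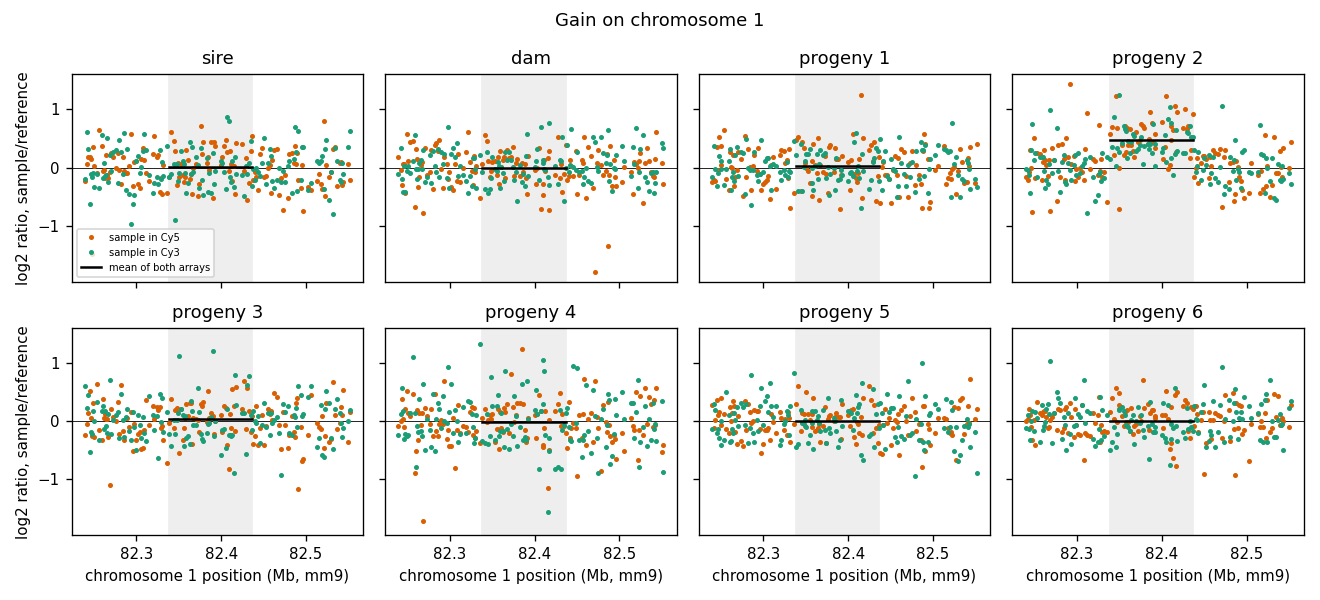
Log2 ratio of sample over reference at single probes on chromosome 1 (position in Mb, mm9) in the 8 animals, with the segment from 82338325 to 82436455 shaded, 1 colour for each array of the dye-swapped pair, and a line at the mean of both arrays. Progeny 2 lies at 0.48 in the shaded segment, and the other animals lie between -0.01 and 0.04.

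Few probes differed from the reference in the whole family. In limma's moderated test against 0 with Benjamini-Hochberg adjustment, 7 of 949967 autosomal probes passed, 3 higher and 4 lower, and 51164 had an unadjusted p under 0.05. No run of 3 or more probes passed, so the rule for named runs gave none, and the following were chosen after their values were seen. The probe on chromosome 13 at 95707465 had a mean of 2.67 ± 0.43 (SD, n = 8; limma adjusted p = 2.97e-05), and was higher in 8 of 8 animals. The probes on chromosome 7 at 49495489 (0.90 ± 0.16, limma adjusted p = 0.000898) and on chromosome 1 at 35303776 (0.93 ± 0.29, limma adjusted p = 0.0292) were also higher in 8 of 8. Leaving out any 1 animal left between 2 and 4 probes, of which 2 or 3 were higher and 0 or 1 lower, so most of the lower probes were lost each time. Among probes well above background 8 passed, 1 higher and 7 lower, so at most 1 of the 3 higher probes named here passed there. With scan day as a random block, added after the data were seen, 5 probes passed, 3 higher and 2 lower, and 39150 had an unadjusted p under 0.05. The test leaves out the spread of the reference, and the 8 animals are relatives.

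No autosomal probe differed between progeny and parents in limma with Benjamini-Hochberg adjustment, with 35019 of 949967 at an unadjusted p under 0.05. In simulated values of 100000 probes, shifts of 1 in the progeny were found at 65.5% of 200 probes and shifts of 0.5 at 0%. The simulation held fewer probes than the 949967 tested and independent noise, while values of 1 scan day correlated at 0.156. The shares may thus overstate what the real test could find. With scan day as a block, which leaves the dam against progeny 1 with 2 residual degrees of freedom, the count was 0 with 28943 at an unadjusted p under 0.05. What a fit with so few degrees of freedom could find was not tested, so nothing is concluded from it. Without the dam, which leaves the sire as the only parent, 122 probes passed.

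Whole chromosomes were level. The largest absolute mean log2 ratio of an autosome in an animal was 0.010, for chromosome 1 in progeny 1.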

Values the study reported

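In progeny 2 of this family, the study listed a de novo deletion on chromosome 1 of 74,519 bp, to which 19 probes of its first screen belonged. In progeny 5 it listed a duplication on chromosome 9 of 412 bp, seen at 1 probe of the first screen. Per the study, both changes were also positive on its second arrays and in its quantitative PCR.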

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

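Of the tests in this part, those of one dye, the reference, part of the cells, the noise of the whole array and copy changes spanning several probes were chosen after the result was seen. Among 51 results compared over the 6 progeny, 26 had 1 animal far from the others. By chance 2.55 would be so, for normally distributed values that were not chosen for a change. Regions were chosen for a change in 1 animal, so such results among them carry little weight. Many of the other results are counts of the same probes, so the 26 are not separate findings.

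Progeny 4 stood apart in 19 results. It had 3816 positive probes (1984 losses and 1832 gains), 8430 probes past 0.8 with opposite directions, 3524 de novo candidate regions, 203 of them with 2 or more probes, and 72 inherited regions, with 181 regions by the running mean of 10 probes and 17 by that of 30. Copy changes spanning several probes are argued against, since the 2 probes on each side of its probes past 0.8 on both arrays had means of -0.00033 for 1810 losses (SE 0.00355) and 0.00159 for 1669 gains (SE 0.0037), in the direction of the probe. This test replaced one set beforehand on single positive probes only (-0.00633), whose choice of probes largely fixes its outcome. Probes near background are argued against as the whole source, but a lower signal over all probes of progeny 4 is not. The test set beforehand, a fall of over 5 times among probes well above background, was met with 9.47 times, but other animals fell by 4.77 to 35.5 times, and progeny 4 kept 403 positive probes against at most 54 in another animal, so its excess over the next animal rose from 3.61 to 7.46 times. The test set beforehand therefore did not separate the explanations, and this reading was adopted after the values were seen. The arrays of progeny 4 had the lowest median net sample signals of the 16 arrays, 45.5 with the sample in Cy5 and 58.5 in Cy3. The probes kept may thus still be dimmer in progeny 4 than in other animals, which was not tested. Noise of the whole array stays open. At these brighter probes the noise of progeny 4 was 1.29 times that of the next animal, but its Cy3 array gave 3515 positive probes with the Cy5 array of the sire (noise 0.321) and 1555 with that of progeny 2 (noise 0.319), so the level of noise alone does not set the count. Why these arrays of the sire and progeny 4 match was not tested. Changes smaller than the probe spacing were not tested.

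Progeny 2 stood apart at the gain on chromosome 1 (0.48). The caller asks for a shift on both arrays, so a test first made on the lower of the array means alone (0.43) was replaced after it was seen. A signal of one dye is argued against, since that mean, on the Cy3 array, lay 0.16 above the highest run of 49 probes elsewhere on the same array, 0.27. A variant of the reference mouse is argued against by the other 7 animals, whose largest absolute mean was 0.0354, and a chance run by the highest mean of 49 probes elsewhere in this animal, 0.13. A gain of this segment that neither parent carried is a hypothesis, found and tested on the same data. It is not among the changes that the study lists for this mouse. The duplication that the study lists for another mouse of the family was not looked for here, since coordinates were not converted. A gain in part of the cells cannot be told apart from a gain in all of them, because the level differed by -0.0919 from the lowest level of the gain on chromosome 4, but the response of these probes to a known copy is not measured.

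Progeny 2 also stood apart at the loss on chromosome 1 (-0.98) and at the region on chromosome 7 from 92453071 (-0.49). In progeny 4 the regions that stood apart and held 2 or more probes were those on chromosome 10 (-0.73), chromosome 2 (-1.37), chromosome 4 from 13327431 (1.34), chromosome 14 (1.33) and chromosome 8 (-1.33), with the inherited region on chromosome 4 from 53321730 (1.05). The single probes that stood apart had 2.93 and 2.61 in progeny 6, 2.83 in progeny 3, and 2.65, 2.54, 2.46 and 2.39 in progeny 4. The arrays of progeny 5 had the lowest correlation within a pair, -0.54.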

How the results depend on the processing

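The levels of the loss and of both gains kept their direction under the 7 settings run on them, and only the loss under normexp (-0.43) moved by more than the spread of its probes. The counts of regions stayed within 1.5 times without centring, with loess, without flags and with other gaps between probes, and moved with the choices below. With normexp there were 32 de novo candidate regions, 6 with 2 or more probes and 46 inherited regions, array noise of 0.202 and an X-linked difference of 0.54. Normexp made known differences smaller too (X-linked 0.54 against 0.99, the loss -0.43 against -0.98), while the limits stayed at 0.8 and 0.5. Its lower counts therefore do not show that the other calls were false. Among probes well above background there were 443 de novo candidate regions, 44 with 2 or more probes and 59 inherited regions. The X-linked difference there was 0.92 and the largest chromosome mean 0.017. Thresholds of 0.6 and 0.4 gave 20867, 1111 and 912, and those of 1.0 and 0.7 gave 2299, 27 and 78. The Cy5 array alone gave 133702, 33900 and 46462, a largest chromosome mean of 0.029 and 259898 probes against the reference, and the Cy3 array alone gave 168403, 49839 and 39515, 0.036 and 113968. The mean of both arrays gave 30426, 4186 and 2336. Parents within 0.25 of 0 left 1866 de novo candidate regions and 168 with 2 or more probes. The running mean of 10 probes gave 10 inherited regions, and that of 30 probes, added after the data were seen, gave 16 new and 7 inherited ones. Leaving out 1 progeny mouse at a time gave 3065 to 6454 de novo candidate regions, 80 to 282 with 2 or more probes, 171 to 219 inherited regions and a difference in positive probes of -231 to 499. The lowest value came without progeny 4 each time. Leaving out 1 animal gave 2 to 4 probes against the reference and 0 to 122 between progeny and parents, where 122 came without the dam and the lone sire was assumed to vary like the other animals. Over all comparisons with another setting, 122 stayed within the limits set for their kind of result (the same side of a test, 1 SD, or 1.5 times a count), 46 moved past them, and 1 reversed. The series table, the correction for GC content and the gene lists were not run. No paired analysis was possible because the sire and the dam are single animals and parents of all 6 progeny, so that no progeny mouse has a partner of its own. The block of scan day compares only the dam with progeny 1.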

Other observations

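Of the tests in this part, those of deletions from the dam, scan day and copies on the Y chromosome were all chosen after the result was seen. At 44 autosomal probes the dam lay below -1 on both arrays while the sire lay within 0.5 of 0. Of these, 10 probes on 7 chromosomes were below -0.8 in 4 progeny, and each time these were progeny 3, 4, 5 and 6. Another 18 of the 44 were below -0.8 in no progeny, and the rest in other sets of 1 to 3 progeny. By the same limits, 65 probes were low in the sire only. The medians of progeny 3, 4, 5 and 6 over the 10 probes were -1.59, -1.73, -1.61 and -1.65, with -1.55 in the dam, 0.08 in the sire, -0.30 in progeny 1 and -0.15 in progeny 2. Separate deletions inherited from the dam are argued against, since loci on 7 chromosomes shared 1 of 15 possible sets of 4 progeny. Scan day is argued against, since progeny 2 and progeny 3, scanned on the same day, differed by a median of 1.52. For scan day the test first chosen was the smallest of these differences, with a bound of 0.8. It came out at 0.72 and missed the bound, and the median was used in its place after that value was seen. The probes were chosen for being low in the dam and in exactly 4 progeny, whichever these were, so the split of progeny 2 and 3 was not set by the choice, but the size of their difference partly was. Copies of these sequences on the Y chromosome may account for the pattern, since in 6 of 6 progeny the probes were low exactly where Y-linked probes were low. The parents do not count here, since the probes were chosen by their values. Probe sequences were not used here, so this stays a hypothesis.

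On chromosome 8 from 102148548 to 102242602, 33 probes had means of 0.32 in progeny 5, 0.28 in progeny 6, 0.27 in progeny 3, 0.24 in progeny 4 and 0.24 in the dam, and between -0.04 and 0.01 in the sire and progeny 1 and 2. The animals with raised means were those with X-linked medians between 0.95 and 0.99, and the others had X-linked medians between -0.04 and 0.07. Descent from the dam and a signal that goes with the sex chromosomes were not told apart here. No probe of this segment was positive in progeny 5 by the rule of the study.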
